A study of Mus musculus with 2 samples. Its data were reported in "Microglial SIRPα regulates the emergence of CD11c+ microglia and demyelination damage in white matter" (2019).

How the data were processed

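RNA from the optic nerve and optic tract of male mice was compared between wild-type (WT) mice and mice that lack CD47 (CD47 null, here CD47 KO), with 1 array per genotype. Each array carried 1 pool of total RNA from several animals. The labels give the number of animals per pool in opposite ways: 5 WT and 4 CD47 KO mice in the description of the series, and 4 WT and 5 CD47 KO mice in the labelling protocol. The methods of the study give the former. The WT mice were 13 to 15 weeks of age and the CD47 KO mice 12 to 15 weeks. The pools were labelled with biotin by a 3' in vitro transcription kit and hybridised to Affymetrix GeneChip mouse genome arrays, which measure each transcript with 1 or more probe sets placed mostly near its 3' end.

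The authors scanned the arrays with the Command Console software and processed them with Expression Console; MAS5 is the method named in the submitters' processing notes, and its version is not given in the sources used here. The deposited values are MAS5 signal intensity per probe set on a linear scale. On each array the trimmed mean of all probe sets, with 2% left out at each end, came to 500.003, so each array had been scaled by 1 factor to a common target. The median intensity was 107.8 on the WT array and 105 on the CD47 KO array. The detection calls that MAS5 can give were not used here, and a floor on the intensity took their place. MAS5 gives low and noisy intensities to transcripts near background, and a ratio of such values has little meaning; the floor limits this, and it also shortens the ratios of genes that are close to background in 1 array.

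From the 45101 probe sets, 64 control probe sets were set aside. The floor was the 50th percentile of all intensities of both arrays together, 106.4. Intensities under the floor were set to the floor, and the log2 ratio of CD47 KO over WT was taken. A probe set was used when it was above the floor in at least 1 array, as 23846 were; 21142 were above it in both. A ratio with 1 array at the floor is a bound and is written as "at least". Genes were named from the platform annotation, in which 34945 probe sets had 1 gene symbol, 932 had several and 9160 had none; probe sets with several genes or none were left out of the counts of genes. Of the probe sets with 1 symbol, 34741 were found by gene identifier in the table of mouse genes of assembly GRCm38.p6, which was used for names and for the order of neighbouring genes and not for positions. Each gene was taken from its brightest probe set, by the mean log2 intensity of both arrays. This gave 18193 genes, of which 12473 were above the floor in at least 1 array.

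With 1 array per genotype no test of the genotypes was possible, and no p-value, SD or standard error is given. A difference of over 2-fold was counted, which is the threshold the study used. The gene lists (35 lists with 566 genes) were fixed before the data were examined. For each of the 33 lists with at least 4 measured members, the median log2 ratio was set among the medians of 10000 random gene lists of the same size, matched on mean log2 intensity in 20 bins. The place among random lists describes these 2 arrays only, since genes are not replicates of a genotype. The sole repeat measurement was that of different probe sets of the same gene: over 7457 pairs in 4740 genes, all above the floor in both arrays, the difference of the log2 ratios had an SD of 0.35, and 95% of the pairs differed by less than 0.71. It holds neither the variation between mice nor that between hybridisations, and the number of arrays limits the precision. The genes named in the text were, first, all measured members of the list that the study had named for CD11c-positive microglia and myelin repair. To these came the 10 largest rises and falls above the floor in both arrays and the 5 largest bounds in each direction. Of each list the 3 members with the largest absolute log2 ratio were named, and the brightest member of lists of other cell types. All members over 2-fold were named where there were 5 or fewer. Other genes named were chosen after their values were seen.

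The steps were tested on simulated data for the comparison of CD47 KO with WT, made from the real intensities with log2 noise of SD 0.26 and 12236 genes above the floor. Of 100 genes set to a 4-fold difference, 100 were over 2-fold in the right direction, as were 97 of 100 genes set to 3-fold. Among 12036 unchanged genes 0 were over 2-fold, but this noise is smaller than the spread among dim genes. With the observed SD of each of 4 brightness groups as noise, which includes any real differences, 53 of 12326 unchanged genes were over 2-fold, 29 higher and 24 lower. With the first noise 7 of 200 lists of unchanged genes (3.5%) lay outside the 95% range of random lists. The alternatives tried were a floor at the 40th or 60th percentile, no floor, quantile normalisation, centring of each array on its median, removal of an intensity-dependent trend by loess, leaving out probe sets whose names mark possible cross-hybridisation or shared transcripts, the median over all probe sets of a gene, and a 3-fold threshold. Leaving out a replicate was not possible. Calculations were done in Python 3.11.15 with pandas 2.3.3, NumPy 2.4.6, SciPy 1.17.1 and statsmodels 0.14.6, and plots were drawn with matplotlib 3.10.9.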

Results

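Gene expression was measured in white matter, the optic nerve and optic tract, of WT and CD47 KO mice, with 1 array of pooled RNA for each genotype. The comparison asks how gene expression in white matter differs when CD47, the membrane protein that binds the inhibitory receptor SIRPα on microglia and other myeloid cells, is absent. The ratio of the 3' to the 5' probe set was 1.05 for Gapdh and 2.42 for β-actin on the WT array, and 1.13 and 2.19 on the CD47 KO array. Of 45037 probe sets, 22628 were above the floor on the WT array and 22360 on the CD47 KO array. Over the probe sets above the floor in both arrays the log2 ratio of CD47 KO over WT had a median of -0.01, and 91.7% of them differed by less than 1.5-fold. All ratios below rest on 1 pool per genotype, with no replicate check and no test.

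The targeted gene was lower in the CD47 KO array by each of its 4 probe sets that were above the floor in at least 1 array. The brightest went from a signal of 3928 in WT to 1346 in CD47 KO (log2 ratio -1.54), and the next from 3099.5 to 1225 (log2 ratio -1.34) and from 2156 to 838 (log2 ratio -1.36). A further probe set went from 153.6 to 36.7, which is under the floor, and the other was under the floor in both arrays. The signal left in the CD47 KO array was 34.3% to 39.5% of WT over the 3 probe sets above the floor in both. The place of these probe sets relative to the deleted part of the gene was not examined, so that the remaining signal does not measure remaining protein.

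**Figure D1:**
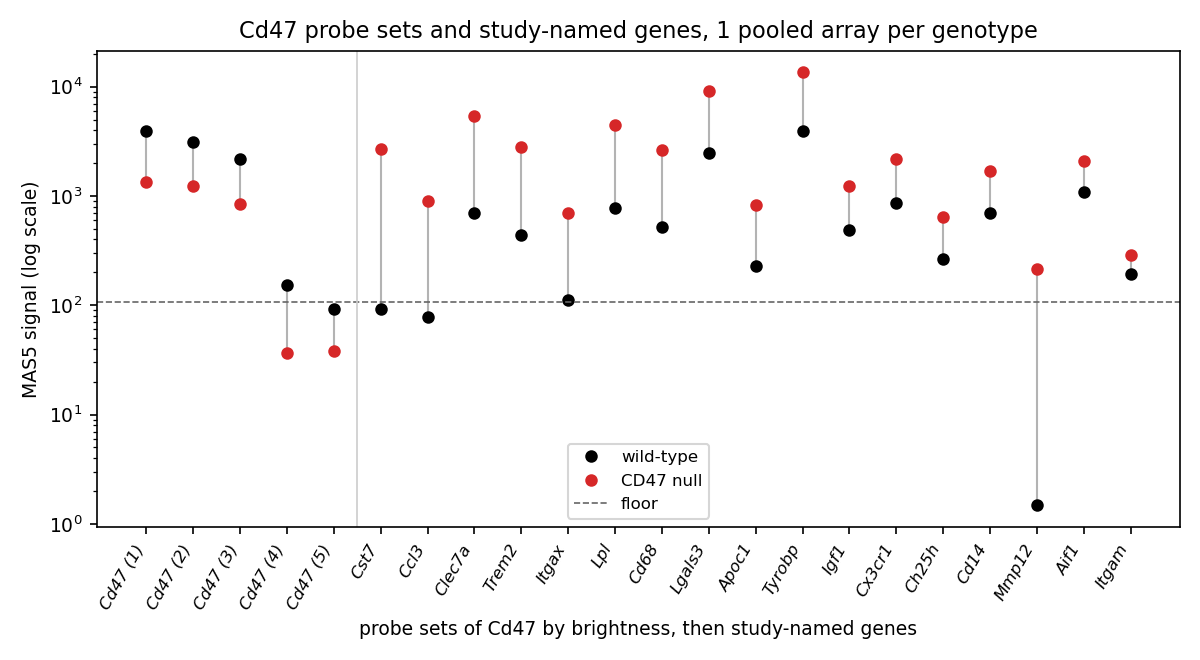
MAS5 signal (log scale) of the 5 probe sets of Cd47, by brightness, and of the 17 measured genes that the study named for CD11c-positive microglia and myelin repair. Each has 1 point for the WT pool (black) and 1 for the CD47 KO pool (red), and the dashed line is the floor at 106.4. The 4 probe sets of Cd47 that reach above the floor are lower in CD47 KO and the 17 other genes are higher.

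Most measured genes in the lists of microglia and of phagocytosis were higher in CD47 KO white matter, and most genes of neurons were lower. Of the 18 homeostatic microglial genes, 6 had a log2 ratio below 0. In all, 151 genes were over 2-fold higher and 102 were over 2-fold lower, out of 12473 genes above the floor in at least 1 array. The lists of microglial and immune genes held 40 of the genes that were higher and 0 of those that were lower; 15 of the 40 are genes that the study picked in part from these samples, and without them 25 remained, of 117 measured. The lists of neurons and brain regions held 15 of the genes that were lower and 1 of those that were higher. By probe sets the counts were 253 higher and 179 lower. Of the genes, 23 that were higher and 20 that were lower had 1 array at the floor. Differences among bright genes were mostly upward: in the brightest of 4 equal groups of the probe sets above the floor in both arrays, 46 were over 2-fold higher and 9 lower. The counts depend on the floor: with it at the 40th percentile 212 genes were higher and 173 lower, and at the 60th percentile 111 were higher and 55 lower.

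The genes that the study had named for CD11c-positive microglia and for the repair of myelin were higher in CD47 KO for all 17 measured members, and 15 of them were over 2-fold higher. Their median log2 ratio was 1.86, above all 10000 random lists; the study picked these genes in part from these samples, so that their direction is not independent evidence. Itgax, which encodes CD11c, went from 112 to 703 (6.28-fold), with the WT signal just above the floor; with the floor at the 60th percentile this becomes a bound, at least 3.76-fold. Clec7a, the β-glucan receptor dectin-1, went from 705 to 5355 (7.60-fold). The lipid-sensing receptor gene Trem2 was 6.40-fold higher and its signalling adaptor Tyrobp 3.41-fold higher. Cst7, which encodes the protease inhibitor cystatin F, was at least 25.3-fold higher, with a WT signal of 92.9 under the floor and a CD47 KO signal of 2688. The chemokine gene Ccl3 was at least 8.51-fold higher. Among genes of lipid handling, Lpl (lipoprotein lipase) was 5.67-fold, Apoc1 3.63-fold and Ch25h 2.44-fold higher. Cd68, a protein of lysosomes in phagocytes, was 5.11-fold higher, and Lgals3 3.77-fold, Igf1 2.55-fold, Cx3cr1 2.55-fold and Cd14 2.41-fold higher. Mmp12, with a WT signal of 1.48, was at least 2.0-fold higher, or at least 1.14-fold with the floor at the 60th percentile. The general microglial genes Aif1, which encodes Iba1, and Itgam, which encodes CD11b, were 1.94-fold and 1.52-fold higher and did not reach 2-fold. 1 gene of this list was not analysed here.

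Genes known from disease-associated microglia had a median log2 ratio of 0.78 over 20 measured members, above all 10000 random lists, and 8 were over 2-fold higher. The highest were Gpnmb (5.98-fold), Cd52 (3.55-fold) and Lyz2 (3.03-fold). This list shares 0 members with the study-named list. It therefore leaves out Itgax, Lpl, Cst7, Clec7a, Trem2 and Tyrobp, which the paper also relates to disease-associated microglia. Its median is not the size of the rise for all such genes. The list of homeostatic microglia went both ways. Its median was 0.38 over 18 members, also above all random lists, with 12 members above 0 and 6 below. In it Fcrls (5.85-fold), the transcription factor gene Irf8 (3.05-fold) and Cx3cr1 were over 2-fold higher, whereas the log2 ratio was -0.14 for the purinergic receptor gene P2ry12, -0.21 for the microglial transcription factor gene Sall1 and -0.52 for Tmem119. P2ry12 went from 1586 to 1442 and Tmem119 from 1205 to 842.

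Genes of the phagosome and lysosome were higher for 27 of 28 measured members, with 12 over 2-fold and a median of 0.88, above all random lists. The Fc receptor chain Fcer1g was 3.07-fold, the NADPH oxidase subunit Cybb 3.03-fold and the Fc receptor Fcgr3 2.90-fold higher; of the members, 5 are in another list too. Complement genes had a median of 0.92 over 7 members, or 0.47 over 9 with the floor at the 40th percentile, above all random lists both times, but went both ways. The receptor gene C3ar1 was 3.32-fold, C1qc 2.69-fold and C1qa 2.27-fold higher, while the log2 ratio was -0.51 for C2 and -0.61 for Cfp. Of 14 measured cytokine and chemokine genes 14 were above 0, with a median of 0.63, above all random lists, and Ccl4 (5.0-fold), Ccl5 (2.28-fold) and Ccl2 (2.21-fold, or at least 1.70-fold with the floor at the 60th percentile) were over 2-fold higher besides Ccl3. Tnf, Il1b, Il6 and Il10 were under the floor in both arrays.

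Genes of MHC class I presentation had a median of 0.45 over 11 members, above all random lists, or 0.24 over 7 members, above 98.2% of them, without probe sets marked for cross-hybridisation, with none over 2-fold; H2-D1, whose probe sets can share sequence with related genes, was 1.81-fold higher, with a log2 ratio of 0.20 without such probe sets; Psmb8 was 1.63-fold higher, and Nlrc5 was 1.59-fold higher, or at least 1.04-fold with the floor at the 60th percentile. The MHC class II list had a median of 0.20, within the 95% range of random lists, a median of 0.48, above the range, without probe sets marked for cross-hybridisation, and a median of -0.25 when each gene was taken as the median of its probe sets. In it Cd86, a costimulatory molecule, was 2.0-fold higher, just under the threshold, H2-Oa was 1.69-fold higher and H2-Eb1 had a log2 ratio of -0.45. Interferon-stimulated genes did not stand apart from random lists, with a median of -0.01 over 20 members and values from -0.57 for Ifit1 to 0.62 for Bst2; Mx2 was at least 1.47-fold higher, or at least 2.32-fold with the floor at the 40th percentile.

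**Figure D2:**
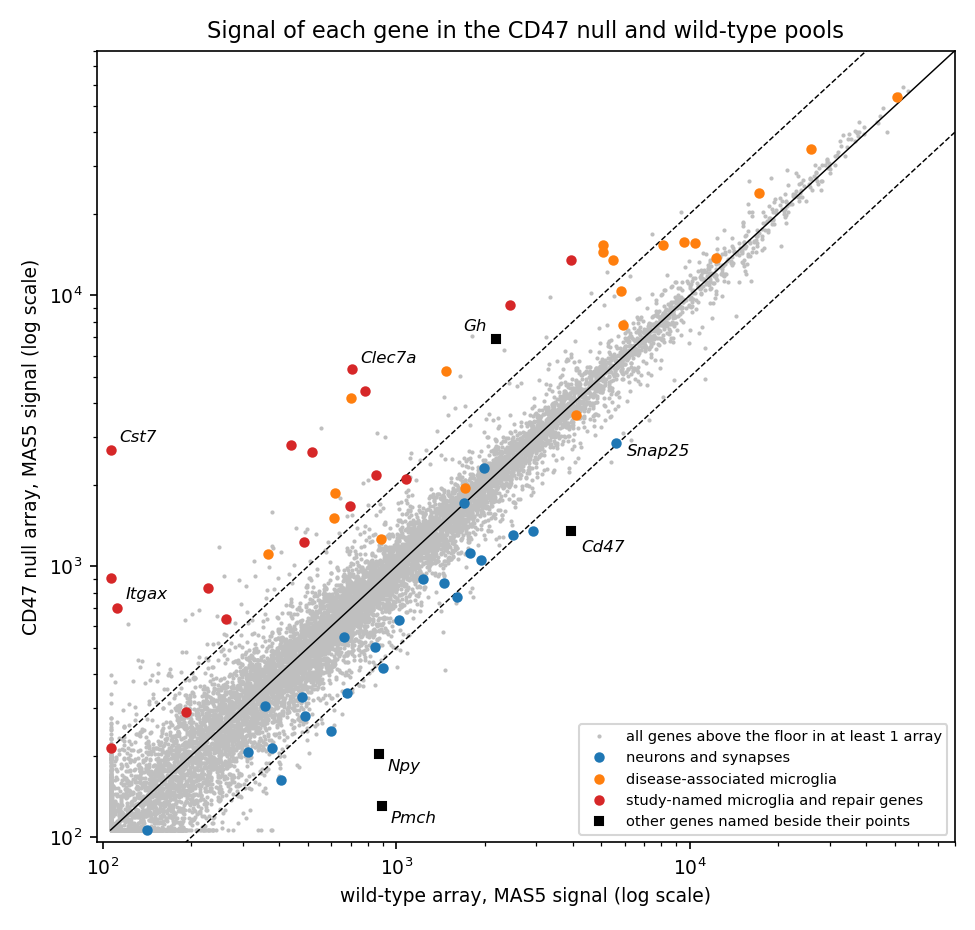
Signal of each gene in the CD47 KO array (vertical, log scale) against the WT array (horizontal, log scale), values under the floor of 106.4 set to it; the solid line marks equal signal and the dashed lines a 2-fold difference. Most of the 17 study-named genes (red) and 8 of the 20 genes of disease-associated microglia (orange) lie above the upper dashed line, and most genes of neurons (blue) lie below the solid line.

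The list of myelin and mature oligodendrocytes had a median of 0.12 over 20 members, of which 19 were above 0 and none was over 2-fold; this was above 99.5% of random lists. The brightest, Mobp, went from 53099 to 59026, and Mbp, which encodes myelin basic protein, from 51510 to 55271. The largest were Opalin (1.54-fold), the lineage transcription factor gene Olig2 (1.47-fold) and Tspan2 (1.30-fold). Oligodendrocyte precursor genes had a median of 0.09, within the range of random lists, or 0.14 and above it by the median over the probe sets of each gene; Cspg4 (NG2) was 1.49-fold, Vcan 1.46-fold and Gpr17 1.38-fold higher, with the brightest member, Bcas1, at 1.01-fold. Astrocyte genes had a median of 0.17, above 99.97% of random lists, or 0.10, above 99.3%, under quantile normalisation. In this list Serpina3n (2.40-fold), the oncostatin M receptor gene Osmr (2.25-fold) and Lcn2 (2.21-fold), known from reactive astrocytes, were over 2-fold higher, and the brightest, Clu, was 1.13-fold higher.

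Genes of neurons and synapses had a median log2 ratio of -0.76 over 23 measured members, below all 10000 random lists; 21 were below 0 and 6 were over 2-fold lower. Nefm, a neurofilament subunit, was 2.5-fold lower, the glutamate transporter gene Slc17a6 2.43-fold, the GABA-synthesising enzyme gene Gad1 2.17-fold (1.71-fold by the median over its probe sets) and the synaptic vesicle fusion gene Snap25 1.97-fold lower, while Tubb3 and Gria1 had log2 ratios of 0.01 and 0.21. Neuroactive receptor genes had a median of -0.38 over 13 members, and 0.35% of random lists were lower. The dopamine receptor gene Drd1 was at least 3.54-fold lower, Tacr3 2.11-fold and Htr2c 1.96-fold lower. Tacr3 rested on 1 of its 2 probe sets, and was at least 1.03-fold lower without probe sets marked for cross-hybridisation and at least 1.27-fold lower with the floor at the 60th percentile.

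Genes known from regions of grey matter were measured in both pools. The striatum list had a median of -1.0 over 9 members, below all random lists, or -0.56 with the floor at the 60th percentile and -0.68 by the median over the probe sets of each gene, with Rasd2 (2.63-fold), Tac1 (2.36-fold), Pde10a (2.17-fold) and Isl1 (at least 2.11-fold) over 2-fold lower. Of these, Rasd2 (at least 1.65-fold lower) and Isl1 (at least 1.20-fold lower) had only a bound under 2-fold with the floor at the 60th percentile, and so had Pde10a (1.48-fold) and Isl1 (1.60-fold) by the median over their probe sets, of which 1 or more had an array at the floor. The hypothalamus list had a median of -0.49 over 14 members, below all random lists. In it Pmch, which encodes the precursor of melanin-concentrating hormone, went from 894 to 130.2 (6.86-fold lower). Sim1 was 2.48-fold lower (1.80-fold by the median over its probe sets). Pomc went the other way and was 3.07-fold higher (log2 ratio 1.62). The other probe set of Pomc had a log2 ratio of 0.82, and the median over its probe sets was 1.22. The brightest member, the vasopressin gene Avp, had a signal of 24982 in WT and 22364 in CD47 KO (log2 ratio -0.16). The thalamus list had a median of 0.00 over 8 members, within the range of random lists; the log2 ratio was 0.08 for its brightest member, Rora, -0.27 for Tcf7l2, -0.43 for Gbx2 and, as a bound, -0.73 for Ntng1. The cortex and hippocampus list had a median of -0.12, within the range of random lists, or -0.69 and below it with the floor at the 40th percentile. In it Egr3 and Camk2a were each over 2-fold lower (2.12-fold and 2.10-fold). With the floor at the 60th percentile Egr3 was at least 1.71-fold lower. By the median over its probe sets Camk2a was at least 1.70-fold lower. Lamp5 was at least 1.38-fold lower, or at least 2.17-fold with the floor at the 40th percentile.

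Genes of other tissues that a dissection of the optic nerve and tract could hold were compared as well. Among 4 measured pituitary genes, the growth hormone gene Gh went from 2191 to 6908, 3.15-fold higher, and its 4 probe sets had log2 ratios from 1.38 to 1.72; Prl was 1.32-fold higher and Cga 2.49-fold lower, and the list median was 0.15, within the range of random lists. Genes of the meninges and fibroblasts were lower for 14 of 15 members, with a median of -0.26, below all random lists; Aldh1a2 was 1.44-fold, Col1a1 1.43-fold and Slc22a6 1.33-fold lower, and the brightest, Ptgds, was 1.03-fold higher. The choroid plexus and ependyma list had a median of -0.23, within the range of random lists, with Ttr 1.61-fold lower, Tmem212 1.5-fold lower and Foxj1 1.52-fold higher. Of the retina list only 2 members were measured, Rom1 (1.86-fold higher) and Rlbp1 (1.13-fold higher). Skeletal muscle genes had a median of -0.19 over 5 members, within the range, and its brightest member, Casq1, was 1.14-fold lower; Ckm and Tnnc1 were at least 1.25-fold and 1.20-fold lower.

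Among cells of vessels and blood, perivascular macrophage genes were lower for 7 of 8 members, opposite to the microglial lists. Their median was -0.32, and 1.03% of random lists were lower; Cd163 was 1.59-fold, Pf4 1.44-fold and Cbr2 1.30-fold lower. Monocyte and granulocyte genes had a median of 0.28 over 9 members, above 99.66% of random lists, with Ngp 1.63-fold, Ltf 1.48-fold and Camp 1.37-fold higher, the brightest, S100a8, going from 1309 to 1449.6 (1.11-fold), and Ccr2 under the floor in both arrays. Lymphocyte and dendritic cell genes had 5 measured members with a median of 0.19, within the range; Nkg7 was at least 1.62-fold higher and Cd8a at least 1.38-fold lower, Jchain was 1.19-fold higher, and the brightest, Zbtb46, was 1.14-fold higher by its brightest probe set but had a log2 ratio of -0.19 by the median over its probe sets. Endothelium and pericyte genes had a median of -0.17 over 13 members, within the range, with Kdr 1.72-fold and Flt1 1.32-fold lower, Kcnj8 1.38-fold higher and the brightest, Itm2a, 1.19-fold lower. Of the red blood cell list 3 members were measured, with a median of 0.29; Slc4a1 was 1.24-fold, Slc25a37 1.22-fold and the brightest, Alas2, 1.02-fold higher.

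**Figure D3:**
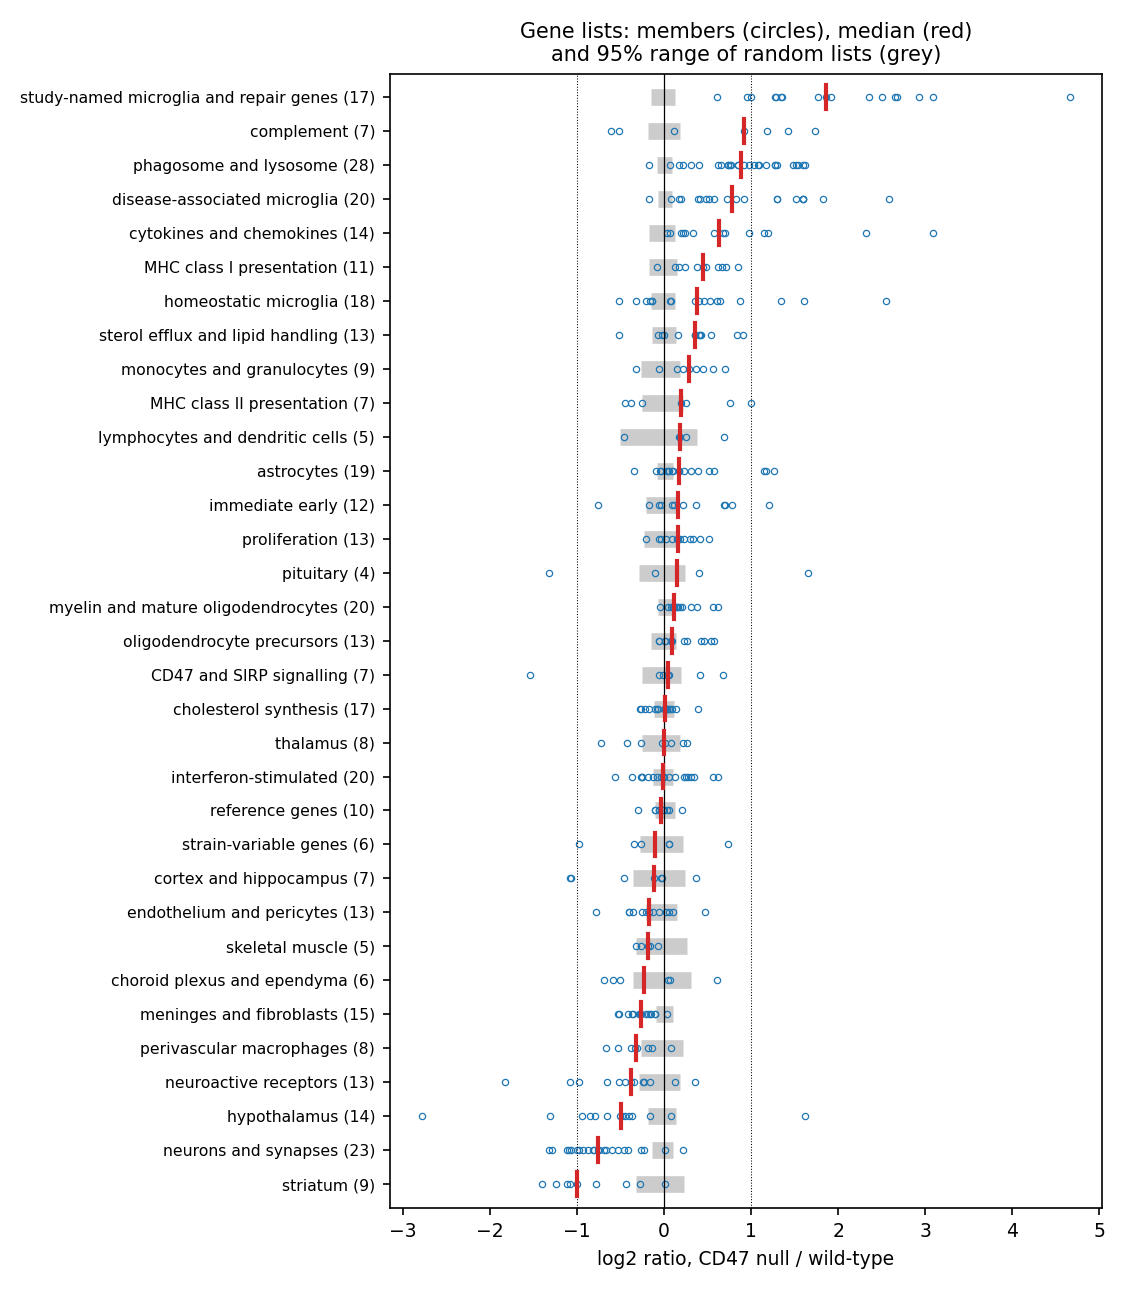
Log2 ratio of CD47 KO over WT (horizontal) for the measured members of the 33 lists with a random-list range (circles; number of members in brackets), the median of each list (red bar) and the 95% range of medians of random lists matched on signal (grey); dotted lines mark 2-fold. The 6 lists furthest to the right all hold immune genes, from the study-named list at 1.86 to MHC class I presentation at 0.45, and the lists of striatum (-1.0) and of neurons and synapses (-0.76) lie furthest to the left.

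Of the 10 largest rises among genes above the floor in both arrays, Clec7a, Trem2, Itgax, Gpnmb, Fcrls, Lpl and Cd68 are described above, as is Ccl4. The others were Cd48 (4.74-fold), a surface molecule of blood-derived and myeloid cells, and Syngr1 (4.22-fold). The second probe set of Syngr1 went the other way, with a log2 ratio of -0.57, and is the one left when probe sets marked for cross-hybridisation are left out. The largest bounds besides Cst7 and Ccl3 were those of the proton pump subunit gene Atp6v0d2 (at least 3.74-fold, with a log2 ratio of 0.40 by its other probe set and 1.15 by the median of both), Cd200r4 (at least 3.17-fold) and Lat2 (at least 2.95-fold). The largest falls after Pmch were those of the neuropeptide gene Npy (4.29-fold lower) and of Jpt1 (3.53-fold lower), for which 3 probe sets ranged from -1.82 to 0.15, with a median of 0.028. Cd47, Rasd2, Nefm, Rbfox1 (2.58-fold), the platelet gene Ppbp (2.56-fold), Meis2 (2.53-fold) and 2010109A12Rik (2.52-fold) completed the list. Bounds of a fall were led by Drd1, Sema3f (at least 3.52-fold), Inpp5j (at least 3.26-fold), Fndc3c1 (at least 3.19-fold) and Utf1 (at least 2.61-fold). With the floor at the 60th percentile Cd200r4, Lat2, Ppbp, Meis2, Inpp5j, Fndc3c1 and Utf1 had only bounds under 2-fold, with log2 ratios between -0.89 and 0.85, and the bounds were at least 14.4-fold for Cst7, 4.84-fold for Ccl3, 3.27-fold for Ccl4, 2.13-fold for Atp6v0d2, 2.01-fold for Drd1 and 2.0-fold for Sema3f.

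Probe sets of a gene did not always agree. Of 44 genes over 2-fold higher with more than 1 probe set above the floor, 41 had every such probe set above 0 and 15 had every one over 2-fold higher; of 42 genes over 2-fold lower, 32 had every such probe set below 0 and 2 had every one over 2-fold lower. Spike-in and hybridisation controls above the floor, 42 probe sets, had log2 ratios from -0.39 to 0.29. With 1 pool per genotype, differences between the mice, between the dissections and between the arrays are not separated from the genotype.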

Values the study reported

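The study detected expression of 14,875 genes in the white matter of at least 1 genotype. It counted 594 genes as increased and 548 as decreased by more than 2-fold in CD47 KO compared with WT mice.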

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

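The tests of explanations in this part were chosen after the results were seen. Probe sets with no gene name in the annotation take no part in the counts of genes or in the lists, and they held differences as well. Of 9160 such probe sets 2145 were above the floor in at least 1 array; 26 were over 2-fold higher in CD47 KO than in WT and 21 were over 2-fold lower. That is 2.19% of them, beside 1.79% of the probe sets with 1 gene name.

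The rise of microglial and phagocytic genes is weighed first. The perivascular macrophage list gave no sign of more such cells, with a median of -0.32 and 7 of 8 members lower. Of random lists 1.03% were lower, and 0.43% to 1.35% under the alternatives that give list medians. Genes of the meninges were lower too, with a median of -0.26 and 14 of 15 members below 0. Uneven dissection could therefore hide a rise, and more perivascular macrophages are not ruled out. More microglia of unchanged state would raise genes that only microglia express by about the same factor. Whether the list members are such genes was not tested. The homeostatic list had a median of 0.38, with 12 members above 0 and 6 below. The disease-associated list, which leaves out the study-named genes, had a median of 0.78, with 19 of 20 members above 0. Under the alternatives these medians were 0.38 to 0.43 and 0.53 to 0.87. Of the 18 homeostatic genes 6 lay more than 0.71 below 0.78. By the median over the probe sets of each gene 4 of 18 lay that far below the disease-associated median. These counts do not decide whether unchanged microglia are the only source, since they changed with how probe sets were summarised and no pool was replicated. More microglia, with or without a change of state, stay open. The allowance of 0.71 is the disagreement of probe sets within the 2 arrays and holds no variation between mice or hybridisations. In these arrays an entry of blood-derived myeloid cells stays open too. The monocyte and granulocyte list had a median of 0.28, but most of its members are dim here. Cells that have entered could have lost these markers. From mice without SIRPα in microglia alone, the paper concludes that CD11c-positive microglia arise from resident cells and not from recruited monocytes. It also reports more Iba1-positive microglia in the fimbria of CD47 KO mice, most of them with CD11c. For the white matter arrays it proposes changes in the microglia or other cells, rather than their number, as the probable source of the CD11c rise. A change of microglial state in the absence of CD47 may contribute, as a hypothesis, and differences between the pooled mice stay open. For Itgax, Igf1, Trem2 and Ccl3 the study also reported a significant rise by quantitative PCR in white matter of CD47 KO mice. It names no other genes for that measure.

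The fall of neuronal genes ran beside changes in genes of neighbouring tissue. Uneven dissection of tissue beside the tract may be a source. Both pools held strong signal of the hypothalamus gene Avp, at 24982 in WT and 22364 in CD47 KO, brightness rank 69 among all genes. Genes of the striatum were lower in CD47 KO (median -1.0, or -0.56 with the floor at the 60th percentile). So were genes of the meninges and most of the hypothalamus list. In the latter 12 of 14 members were below 0, and Pomc was 3.07-fold higher (log2 ratio 1.62, or 1.22 by the median over its probe sets). Pituitary genes went both ways, with Gh 3.15-fold higher and Cga 2.49-fold lower in a list whose median of 0.15 was within the range of random lists, and the thalamus list had a median of 0.00. With 1 pool per genotype uneven dissection cannot be told apart from a loss of neuronal RNA in the CD47 KO mice themselves. The genotype itself therefore stays open as an untested explanation.

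Some genes that lie next to Cd47 on its chromosome also differed. Of the 40 nearest measured genes, 20 on each side in the order of the reference annotation, 4 were over 2-fold different: Slc35a5 (log2 ratio -1.15, with 4 probe sets from -1.24 to -0.91), Dubr (-1.30), Ccdc80 (1.86, but 0.18 by its other probe set) and Cd200r4 (at least 1.66). DNA of another strain that stayed beside the targeted gene is a candidate explanation. Without Slc35a5, which had been noticed beforehand, the mean absolute log2 ratio of the neighbours was above that of 99.32% of random lists, but with 10 genes on each side, Slc35a5 not among them, it was above 97.39% and with 40 on each side above 96.36% (98.42% with Slc35a5), the 10-gene value and the 40-gene value without Slc35a5 being within the 95% range. The neighbours therefore do not settle it, and the strain of the animals around Cd47 was not examined.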

How the results depend on the processing

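The alternatives were listed before the data were examined, except Cd47 by the median over its probe sets, chosen after the data were seen. Of 42 values of the counts and of Cd47 under them, 28 moved by less than 1.5 times or by less than the spread between probe sets, and 14 moved further. With the floor at the 40th percentile 397 probe sets were higher and 347 lower, and 173 genes were lower; at the 60th percentile 161 probe sets were higher and 91 lower, and 55 genes were lower. With no floor 4484 probe sets were higher and 4630 lower, and 1287 genes were higher and 1445 lower, since ratios of values near background are then counted. At 3-fold 49 probe sets were higher and 12 lower, and 39 genes were higher and 7 lower. The log2 ratio of Cd47 lay between -1.55 and -1.35, the latter by the median over its probe sets. Under quantile normalisation, centring and loess 151 of the 151 genes that were higher stayed so, and 89 to 92 of the 102 that were lower.

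Of 259 list medians 241 kept their side of the range of random lists; a list with under 4 members left, or a gene left under the floor, gave no value. The cortex and hippocampus list went below the range of random lists with the floor at the 40th percentile (-0.69), at the 60th (-0.45) and with no floor (-0.74). Lymphocyte and dendritic cell genes went above it at the 40th percentile (0.25) and with no floor (0.56), proliferation genes at the 60th percentile (0.17), with no floor (0.20) and by the median over probe sets (0.16), and oligodendrocyte precursors without probe sets marked for cross-hybridisation (0.23) and by the median over probe sets (0.14). Immediate early genes came back into the range at the 40th and 60th percentiles and with no floor (0.11 each) and by the median over probe sets (0.13). With no floor choroid plexus and ependyma went below it (-0.46) and monocytes and granulocytes came back into it (0.22). MHC class II genes went above it without probe sets marked for cross-hybridisation (0.48) and reversed to -0.25 by the median over probe sets. The cause of these shifts was not tested. Of 1101 values of single genes 1030 stayed within the spread between probe sets, 69 moved further and 2 genes over 2-fold reversed, Syngr1 to -0.57 without probe sets marked for cross-hybridisation and Jpt1 to 0.028 by the median over probe sets; Zbtb46, not over 2-fold, turned from 0.19 to -0.19 by the latter. Of 64 named genes over 2-fold other than Cd47, 19 (5 higher, 14 lower) had a value or bound under 2-fold under at least 1 alternative. For 15 of the 19 it was only a bound. By alternative, 14 of the 19 fell under 2-fold with the floor at the 60th percentile and 9 by the median over probe sets. Without probe sets marked for cross-hybridisation 2 of the 19 did. Dim genes limit the precision: the log2 ratios had an SD of 0.40 in the dimmest of 4 equal groups of probe sets and 0.27 in the brightest.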

Other observations

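Genes of sterol efflux and lipid handling had a median log2 ratio of 0.36 over 13 members, above all 10000 random lists, with the lipid droplet coat gene Plin2 1.88-fold, the cholesterol exporter gene Abca1 1.79-fold and Mylip 1.45-fold higher in CD47 KO; none was over 2-fold, 4 members were below 0, and 2 members are in another list too. Genes of cholesterol synthesis had a median of 0.02 over 17 members, within the range of random lists, with Mvk 1.31-fold higher and Insig1 and Srebf2 1.21-fold and 1.20-fold lower. Sirpa, the receptor of CD47, was 1.60-fold higher, with log2 ratios from 0.49 to 0.68 over 3 probe sets, and Inpp5d was 1.33-fold higher; the list of CD47 and SIRP signalling had a median of 0.05, within the range, and Cd47 was its 1 member over 2-fold.

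Proliferation genes had a median of 0.16 over 13 members, within the range of random lists; Cdk1 was 1.43-fold, Mcm3 1.33-fold and Mki67 1.26-fold higher. Immediate early genes had a median of 0.17, above 98.27% of random lists, but within the range under other floors (0.11), with Atf3 2.30-fold higher, Egr2 at least 1.72-fold higher and Nr4a1 1.69-fold lower. Reference genes had a median of -0.04 over 10 members, within the range, from -0.30 for Hprt to 0.21 for Rplp0, with Sdha at -0.11. Genes known to vary between mouse strains had a median of -0.11 over 6 members, within the range. Erdr1 was 1.97-fold lower, Wdfy1 1.67-fold higher and Gabra2 1.27-fold lower. Opposite differences cancel in such a median, so it cannot show whether the strains of the pools differed.

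Here 151 genes were over 2-fold higher and 102 were over 2-fold lower. Both counts are lower than those quoted from the study above, but with no floor they were higher, at 1287 and 1445. Detection calls were not used here, and a floor on the signal was.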
